A study of Mus musculus with 48 samples.

How the data were processed

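The series compared Setd1b conditional knockout (cKO) mice with control mice, all adult C57BL/6J animals of 4 to 6 months per the labels. Setd1b encodes an enzyme that methylates histone H3 at lysine 4 (H3K4). The 48 libraries comprised 18 RNA-seq libraries and 30 ChIP-seq libraries for 4 histone marks. ChIP was performed on fixed neuronal nuclei sorted by flow cytometry, with a NEBNext Ultra DNA kit, per the labels' protocols. RNA libraries came from neurons of the hippocampal CA region or from the whole CA region and were made with a TruSeq RNA v2 kit. The protocol in the labels describes Trizol isolation from whole tissue, and how the neuron RNA was isolated is not stated there.

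The RNA files as deposited held 1 whole-number read count per Ensembl gene ID for each library, with no normalization visible in the values. The aligner, the counting tool, the genome build, the annotation and the strandedness of counting are not stated in the labels or the files. Reads shared between overlapping or near-identical genes may therefore have been split or dropped, and genes of that kind are uncertain. The deposited neuron tables held 48709 IDs and those of whole CA held 47729, of which 47569 were in both. Symbols were taken from the supplied table of gene names, which matched 99.3% of the neuron IDs and 98.9% of the whole CA IDs.

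The ChIP files as deposited were peak lists, 1 per library, with the length of each peak and its −log10 p-value and −log10 q-value. Per the file headers, peaks were called for each library separately with MACS 2.1.0.20140616, or with MACS 2.1.1.20160309 for H3K4me3. The q-value cutoff was 0.1, the effective genome size was 1.87e9 bp and the tag size was 50 bp, per the file headers. Broad calling was used for H3K4me1 only, and the larger of the ChIP and input libraries was scaled down to the smaller. A single input library served all libraries of a genotype, per the file headers, so the input and the genotype cannot be told apart. The cKO input held 31.3 M tags and the control input 28.8 M. The tags usable after scaling were therefore higher in libraries labelled cKO by 0.12 on the log2 scale for H3K4me1, H3K27ac and H3K9ac, a difference set by the inputs. The files do not name the genome build, so positions are given as the files give them, counted from 1, and no peak was assigned to a gene.

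Groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, apart from the additions named here. Counts were tested with edgeR 4.0.16 (quasi-likelihood fit and test, TMM factors, filterByExpr on the genotype groups), separately in neuron RNA and whole CA RNA. The test of a difference between both genotype effects was the interaction contrast in 1 fit of all 18 RNA libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are log2 of libraries labelled cKO over libraries labelled control. The shared calls were compared with Fisher's exact test, two-sided.

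For each ChIP library the overlapping peaks were merged, and the peak number, the covered length and the mean peak width were computed. Each was compared on the log2 scale by a two-sided exact permutation test over libraries, with Benjamini-Hochberg adjustment over the family of 12 tests. With 4 libraries against 4 or against 3, the smallest p this test can give is 0.0286. Regions were the merged peaks of all libraries of a mark, kept where at least 3 libraries had a peak. Each region's log2 of covered length plus 100 bp was compared with limma 3.58.1 (lmFit and eBayes), with calls at a Benjamini-Hochberg adjusted p under 0.05. The peak lists hold no read counts per region, so a change in signal height inside a peak is not measured. Peak length depends on the caller, the input and the depth, and a region without a peak is not necessarily without the mark.

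The genes named were chosen from Setd1b, the called genes of lists written beforehand, and up to 5 lower and 5 higher genes per RNA comparison. The latter had the largest absolute log2 fold changes among called genes with a mean log2 CPM of at least 1 and no overlap between the genotypes. For regions, the 2 lower and the 2 higher with the smallest adjusted p were named per mark. The lists held 30 plasticity genes, 9 H3K4 methyltransferase genes other than Setd1b, and markers of cell types.

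Alternatives fixed beforehand were RLE factors, library size only, no filter, a mean count of at least 10, DESeq2 1.42.0, an absolute log2 fold change of at least 0.5, an adjusted p under 0.1, and whole CA replicates 1 to 3 only. For peaks they were a −log10 q of at least 5, the same number of strongest peaks in every library, peaks within 1 kb merged, regions with a peak in every library, calling a library positive only with 50% of the region covered, each library centred on its median log2 covered length, and an offset of 1000 bp. Replicate blocks and leaving out each replicate in turn completed the set. The pairing used in the blocks comes only from the replicate numbers in the labels, where cKO and control libraries share numbers but are different animals. The H3K27ac library labelled control 1 carries number 2 in its file's own naming, so its pairing may be wrong, and a block with that library paired with cKO 2 was added after seeing the data. The alternatives without Xist-expressing libraries, with a dentate marker score as covariate, with the sequencing lane as covariate, with whole CA replicates 4 to 6 only, on autosomes only, and those for the methyltransferase list in whole CA RNA were chosen after seeing the data. So were the percentiles of peak width, the comparison of other marks in the regions with lower H3K4me3, and the marker scores.

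The procedures were tested on simulated data with 200 changed genes or regions. The neuron fit recovered 69% of the genes changed 2-fold with 13 false calls, and the whole CA fit 87% with 13 false calls. The interaction fit recovered 91% of genes whose effects differed 4-fold, with 7 false calls. For regions with a log2 shift of 1, recovery was 90% for H3K4me3, 19% for H3K4me1, 30% for H3K27ac and 46% for H3K9ac. The simulated regions were those with a peak in every library, so regions without a peak in 1 genotype were not covered by that test. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

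Results that need the positions of transcription start sites were left out, because the files name no build: covered length at start sites for each mark, the breadth of H3K4me3 at genes lower in neurons, and its change there. All deposited libraries were used. The lanes, read from the files' own naming, were shared by both genotypes in each mark and in whole CA RNA, and no lane was given for neuron RNA.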

Results

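Gene expression and 4 histone modifications were profiled in the hippocampal CA region of adult Setd1b cKO and control mice. Neuron RNA comprised 3 libraries labelled cKO and 3 labelled control, and whole CA RNA comprised 6 of each. H3K4me3 and H3K4me1 were profiled in 4 libraries of each genotype, H3K27ac in 4 labelled cKO and 3 labelled control, and H3K9ac in 3 labelled cKO and 4 labelled control. Neuron RNA libraries held 55.7 to 69.1 M counted reads and whole CA RNA libraries 14.9 to 20.1 M. Mitochondrial genes took 0.00814 to 0.0144% of the counts in neuron RNA and 3.41 to 7.05% in whole CA RNA. H3K4me3 libraries held 24.4 to 27.8 M tags, H3K4me1 29.6 to 35.5 M, H3K27ac 37.0 to 41.6 M and H3K9ac 35.7 to 39.0 M.

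The targeted gene was examined first, as a check of the genotype labels. Whole-gene counts of Setd1b (ENSMUSG00000038384) were not lower in the libraries labelled cKO in either material. In neuron RNA, Setd1b stood at 59.9, 62.6 and 72.1 CPM in the libraries labelled cKO 1 to 3 and at 65.4, 49.7 and 47.6 CPM in the libraries labelled control 1 to 3. The means were 64.9 ± 6.38 CPM (SD, n = 3) and 54.2 ± 9.74 CPM (SD, n = 3). The log2 fold change was 0.25 (SE 0.13, edgeR adjusted p 0.361), and the genotypes overlapped. In whole CA RNA, Setd1b stood at 67.6, 55.1, 57.1, 55.5, 54.6 and 67.6 CPM in the libraries labelled cKO 1 to 6. The libraries labelled control 1 to 6 had 54.4, 39.8, 35.4, 29.5, 35.0 and 41.9 CPM. The means were 59.6 ± 6.27 CPM (SD, n = 6) and 39.3 ± 8.56 CPM (SD, n = 6), with a log2 fold change of 0.59 (SE 0.11, edgeR adjusted p 0.00415). Every whole CA library labelled cKO lay above every library labelled control. In 6 against 6 libraries chance gives a separation in either direction for 0.216% of genes. Replicates 1 to 3 and 4 to 6 came from different sequencing lanes. Within the first lane the log2 fold change was 0.49 (edgeR adjusted p 0.0994), and within the other it was 0.69 (edgeR adjusted p 0.0162). A difference between both Setd1b effects was not detected (interaction edgeR adjusted p 0.641). The counts cover the whole gene, so the loss of single exons was not measured. The Setd1b counts therefore neither bear out nor rule out the labels, and genotypes are given below as the libraries were labelled.

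**Figure D1:**
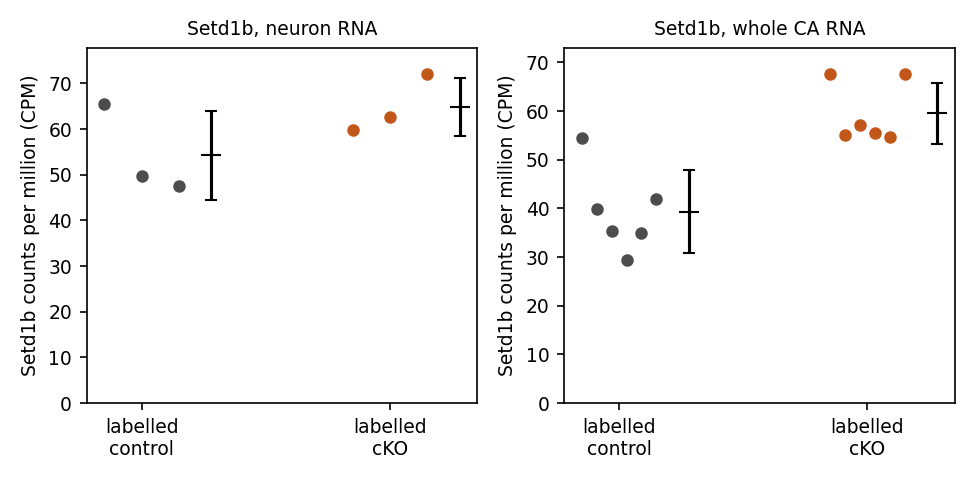
Setd1b CPM, read counts scaled to library size (vertical axis), in each neuron RNA library (left, 3 per genotype) and whole CA RNA library (right, 6 per genotype), by labelled genotype in order of replicate number. Points are libraries, and bars give the mean and SD. All whole CA libraries labelled cKO, from 54.6 to 67.6 CPM, lay above the libraries labelled control, from 29.5 to 54.4 CPM.

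The neuron RNA comparison asked which genes differ in expression between the genotypes in CA neurons. Of 19622 genes tested, 539 had an edgeR adjusted p under 0.05, of which 393 were lower and 146 higher in the libraries labelled cKO, and 200 changed at least 2-fold. The alternative that moved this count most in proportion was leaving out cKO replicate 1, which gave 207 genes, and an adjusted p under 0.1 gave 930. The lower genes named by the rule were Ogn (ENSMUSG00000021390), Npr1 (ENSMUSG00000027931), Kctd4 (ENSMUSG00000046523), Lrrc10b (ENSMUSG00000090291) and Npsr1 (ENSMUSG00000043659). Ogn averaged 4.63 ± 1.12 CPM (SD, n = 3) in libraries labelled control and 0.43 ± 0.121 CPM (SD, n = 3) in libraries labelled cKO, a log2 fold change of −3.45 (SE 0.25, edgeR adjusted p 0.000132). Kctd4 averaged 56.6 ± 13 CPM and 9.69 ± 0.69 CPM in the same order, a log2 fold change of −2.56 (SE 0.16, edgeR adjusted p 4.83e-05). The log2 fold changes of Npr1, Lrrc10b and Npsr1 were −2.87, −2.55 and −2.46, with edgeR adjusted p of 4.83e-05, 3.33e-05 and 0.000838. The higher genes were Trpa1 (ENSMUSG00000032769), Gm37120 (ENSMUSG00000103966), Gm29681 (ENSMUSG00000105387), C1qtnf6 (ENSMUSG00000022440) and Wnt10b (ENSMUSG00000022996). Trpa1 averaged 1.52 ± 0.0887 CPM (SD, n = 3) in libraries labelled control and 12.2 ± 1.19 CPM (SD, n = 3) in libraries labelled cKO, a log2 fold change of 2.99 (SE 0.12, edgeR adjusted p 1.04e-05). The other 4 rose by 1.09 to 1.24 on the log2 scale, with adjusted p of 0.00381 to 0.0186. Wnt10b lost its call in 3 of the 6 fits that each left out 1 library.

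The whole CA comparison asked the same of the tissue as a whole. Of 15362 genes tested, 640 had an edgeR adjusted p under 0.05, of which 428 were lower and 212 higher in the libraries labelled cKO, and 93 changed at least 2-fold. Within the sequencing lane of replicates 1 to 3 the count was 207, the largest move, and within that of replicates 4 to 6 it was 224. The lower genes named by the rule were Kctd4, Dcn (ENSMUSG00000019929), Lrrc10b, 9430053O09Rik (ENSMUSG00000102344) and D030068K23Rik (ENSMUSG00000097393). Kctd4 averaged 66.4 ± 3.90 CPM (SD, n = 6) in libraries labelled control and 13.9 ± 1.27 CPM (SD, n = 6) in libraries labelled cKO, a log2 fold change of −2.27 (SE 0.08, edgeR adjusted p 1.87e-12). The log2 fold changes of Dcn, Lrrc10b, 9430053O09Rik and D030068K23Rik were −2.25, −2.14, −2.14 and −1.95, with adjusted p from 1.39e-09 to 1.51e-06. The higher genes chosen by the rule included Sult5a1 (ENSMUSG00000000739), Hif3a (ENSMUSG00000004328), Sptbn5 (ENSMUSG00000074899) and Myo3b (ENSMUSG00000042064). Sult5a1 averaged 2.61 ± 0.482 CPM (SD, n = 6) in libraries labelled control and 6.15 ± 0.676 CPM (SD, n = 6) in libraries labelled cKO, a log2 fold change of 1.22 (SE 0.14, edgeR adjusted p 1.67e-05). Hif3a, Sptbn5 and Myo3b rose by 1.19, 1.15 and 0.99 on the log2 scale, with adjusted p of 0.000773, 0.000393 and 0.00263. Sptbn5 and Myo3b were not called with replicates 1 to 3 only, and Hif3a and Myo3b not with replicates 4 to 6 only.

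Whether neurons and whole tissue called the same genes was tested on the 14967 genes tested in both. Of 462 calls in neuron RNA and 635 in whole CA RNA, 206 were shared against 19.6 expected (odds ratio 26.4, Fisher's exact test, two-sided p 5.95e-166). Genes are not independent replicates, so this p describes these lists. All 206 shared genes changed in the same direction, 175 lower and 31 higher in the libraries labelled cKO.

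**Figure D2:**
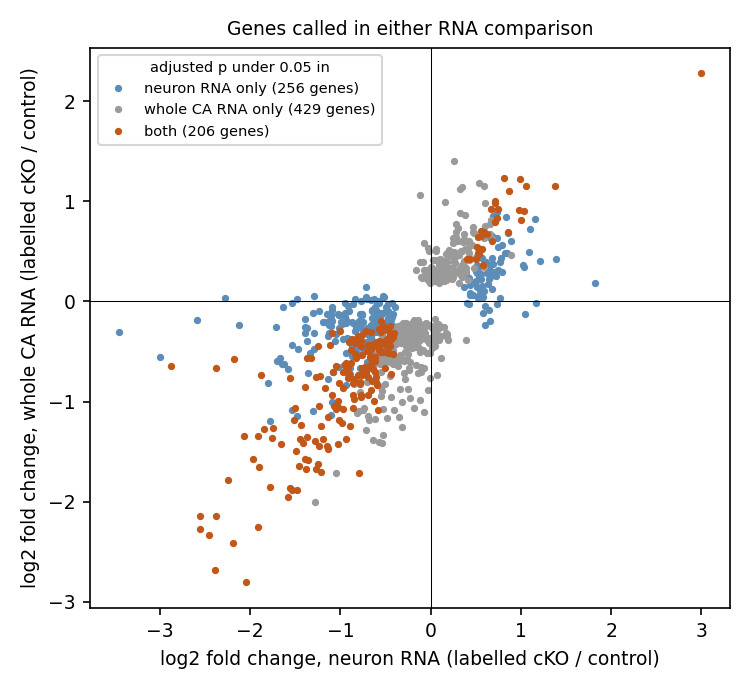
Log2 fold change (libraries labelled cKO over control) in neuron RNA (horizontal axis) and in whole CA RNA (vertical axis). Genes drawn were tested in both materials and called in at least 1 comparison at an edgeR adjusted p under 0.05. Points are genes: 256 called in neuron RNA only, 429 in whole CA RNA only and 206 in both, and the 206 all lie in the quadrants where both changes have the same sign.

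Whether the genotype effect differed between the materials was tested as an interaction. Of 17523 genes, 28 had an edgeR adjusted p under 0.05, of which 23 had the lower value in neuron RNA and 5 the higher. No filter gave 69 genes, the largest move of this count. The genes named here were chosen after their values were seen. The smallest adjusted p was that of Folh1 (ENSMUSG00000001773), whose log2 fold change was −2.27 in neuron RNA and 0.03 in whole CA RNA (difference −2.30, SE 0.23, edgeR interaction adjusted p 1.16e-05). Npr1 followed with −2.87 in neuron RNA and −0.65 in whole CA RNA (interaction adjusted p 3.30e-05). Ogn, with −3.45 and −0.30, was also among the 28 (interaction adjusted p 0.00131). The 5 genes with the higher value in neuron RNA were Tek, Mr1, Ctso, Jam2 and Syne1. None of the 28 genes was called in both materials with opposite signs.

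Expression of plasticity genes was examined because the series title names their regulation. In neuron RNA, 1 of the 30 listed genes was called, Nptx2 (ENSMUSG00000059991), at 33.2 ± 4.04 CPM (SD, n = 3) in libraries labelled control and 15.6 ± 2.0 CPM (SD, n = 3) in libraries labelled cKO. Its log2 fold change was −1.11 (SE 0.12, edgeR adjusted p 0.00134), and it was among the 28 genes whose effect differed between the materials. Adjusted over the list alone, the count was also 1. A total of 8 listed genes had an unadjusted p under 0.05, and 22 of 30 had a negative log2 fold change. In whole CA RNA, 4 listed genes were called over all genes and 7 over the list alone, with 11 at an unadjusted p under 0.05. Among them, the log2 fold changes of Gria2 and Grin2a were −0.38 and −0.25, with edgeR adjusted p over all genes of 0.00272 and 0.0324. Gria2 was called within each lane, and Grin2a was called in neither lane alone. Of the 9 other H3K4 methyltransferase genes, 0 were called in either material, and 0 had an unadjusted p under 0.05.

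The ChIP comparisons asked whether the extent of each mark differs between the genotypes in neuronal nuclei. No test of peak number, covered length or mean peak width passed the Benjamini-Hochberg adjustment over the family of 12. As no exact p can go below 0.0286, at least 7 of the 12 tests would have had to reach that value for any to pass, so this failure is largely set by the design. The smallest p was that of the mean H3K4me3 peak width, 1013 ± 27.9 bp (SD, n = 4) in libraries labelled control and 890 ± 51.5 bp (SD, n = 4) in libraries labelled cKO. The log2 difference was −0.19, or −12.2%, and the exact permutation p was 0.0286, the smallest the design allows, with an adjusted value of 0.343. All 4 libraries labelled cKO lay below every library labelled control. The width was lower in 4 of 4 same-numbered pairs, and with the replicate number as a block the exact sign-flip p was 0.125, the smallest possible with 4 pairs. Same-numbered libraries deviated together with r = 0.321 in that measure. Within the sequencing lane of replicates 1 to 3 the log2 difference was −0.20, with 3 of 3 libraries labelled cKO below every library labelled control, and in the lane of replicate 4, with 1 library per genotype, it was −0.15. H3K4me3 peaks covered 49.4 ± 1.69 Mb (SD, n = 4) and 44.5 ± 3.96 Mb (SD, n = 4), a log2 difference of −0.15 (exact p 0.0857, adjusted 0.343, block p 0.25, pairing r 0.417). H3K4me3 peak number was 48786 ± 2183 and 50010 ± 4343 (SD, n = 4 each), a log2 difference of 0.03 (exact p 0.686, adjusted 0.771, block p 1, pairing r −0.45).

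For H3K4me1, the log2 differences were 0.07 in peak number (exact p 0.257), 0.08 in covered length (exact p 0.343) and 0.02 in mean width (exact p 0.771). With the block the H3K4me1 values were unchanged and the exact sign-flip p were 0.125, 0.25 and 0.75, with a pairing r of 0.811, 0.629 and −0.308. The alternative that moved the ChIP measures most was a −log10 q of at least 5, which gave a log2 difference of 1.29 in H3K4me1 peak number (exact p 0.0286). For H3K27ac, they were −0.12 in peak number (exact p 0.343), 0.04 in covered length (exact p 0.714) and 0.16 in mean width (exact p 0.0857). With the block the H3K27ac differences were −0.13, −0.01 and 0.13, the exact p 0.5, 0.75 and 0.25, and the pairing r 0.141, 0.392 and 0.998. The library labelled control 1 carries number 2 in its file's own naming. Paired with cKO 2 instead, the differences were −0.10, 0.08 and 0.18, the exact p 0.5, 0.5 and 0.25, and the pairing r 0.878, 0.794 and −0.971. For H3K9ac, they were 0.14 in peak number (exact p 0.257), 0.09 in covered length (exact p 0.4) and −0.05 in mean width (exact p 0.343). With the block the H3K9ac differences were 0.13, 0.09 and −0.04, the exact p 0.5, 0.75 and 0.25, and the pairing r −0.495, −0.556 and 0.843. With 3 pairs the sign-flip test cannot go below 0.25. Values adjusted over the 12 tests ranged from 0.343 to 0.771. Covered length changed sign between sequencing lanes for H3K27ac and H3K9ac. For H3K27ac it differed by 0.10 with 2 libraries per genotype and by −0.07 with 1 labelled control and 2 labelled cKO. For H3K9ac it differed by 0.32 with 1 library per genotype and by −0.004 with 3 labelled control and 2 labelled cKO. For H3K4me1 it was 0.06 and 0.09 in its lanes. Mean width kept its direction between lanes for each of these marks.

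**Figure D3:**
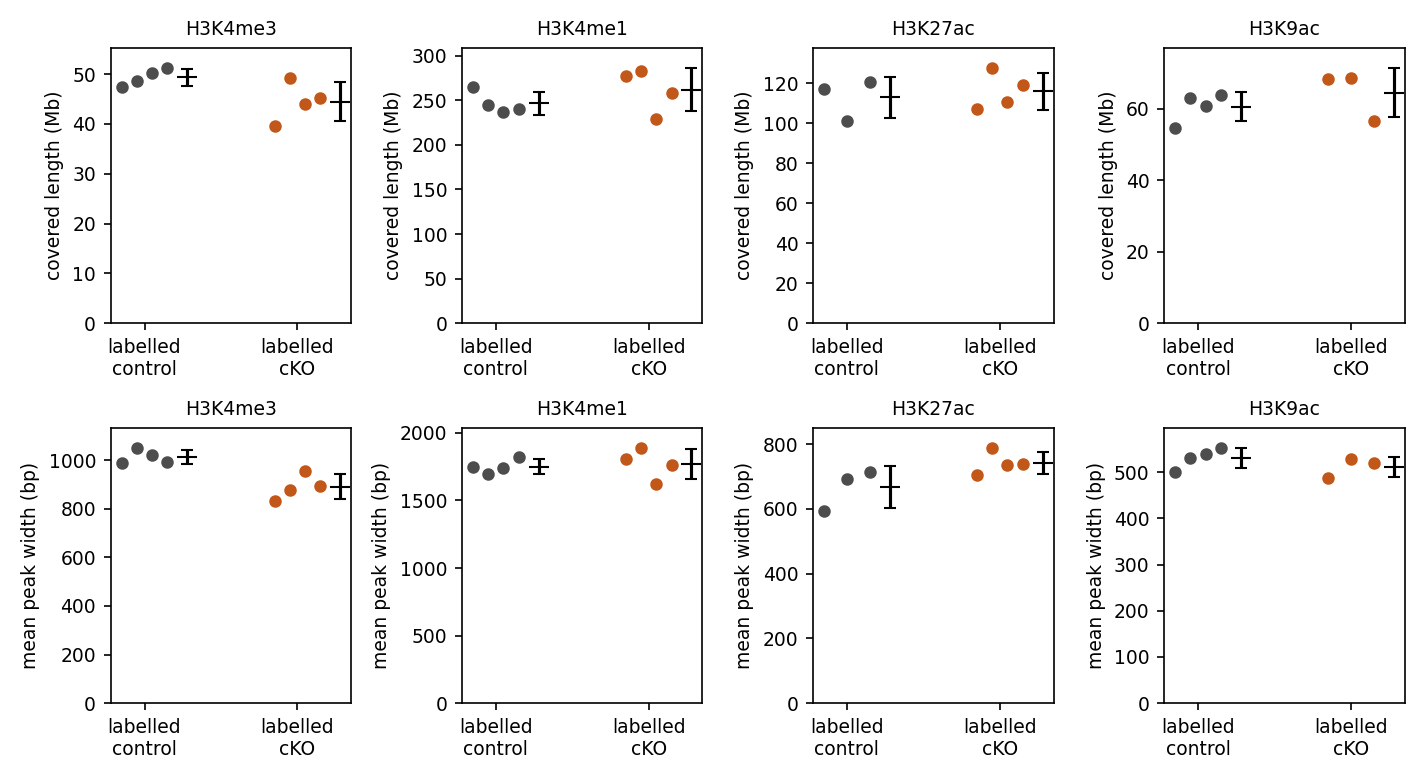
Covered length in Mb (top) and mean peak width in bp (bottom) per ChIP library for 4 histone marks, by labelled genotype in order of replicate number. Points are libraries (4 per genotype, but 3 labelled control for H3K27ac and 3 labelled cKO for H3K9ac), and bars give the mean and SD. H3K4me3 peaks averaged 831 to 956 bp in libraries labelled cKO and 989 to 1050 bp in libraries labelled control, without overlap.

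Percentiles of peak width were compared after the difference in mean width had been seen, in a family of 24 tests of which none passed the adjustment, for which at least 14 would have had to reach the smallest possible p. The median H3K4me3 peak width was 512 ± 20.5 bp (SD, n = 4) in libraries labelled control and 514 ± 39.9 bp (SD, n = 4) in libraries labelled cKO (exact permutation p 1). At the 99th percentile it was 5407 ± 86.1 bp and 3807 ± 212 bp (SD, n = 4 each), a log2 difference of −0.51 (exact permutation p 0.0286, adjusted 0.137), with 4 of 4 libraries labelled cKO below every library labelled control. At the 99th percentile the log2 difference was −0.26 for H3K9ac and 0.23 for H3K27ac (exact permutation p 0.0286 each, adjusted 0.137) and 0.01 for H3K4me1 (exact p 0.943).

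Which regions differed in covered length was tested for each mark. For H3K4me3, 4825 of 44667 regions had a limma adjusted p under 0.05, of which 4181 were shorter and 644 longer in the libraries labelled cKO. For H3K4me1, 2048 of 137483 regions were called, 988 shorter and 1060 longer. For H3K27ac, 2947 of 113058 regions were called, 1562 shorter and 1385 longer. For H3K9ac, 2414 of 88753 regions were called, 826 shorter and 1588 longer. Among the settings without a block, the largest move was that of H3K27ac to 80 regions when only regions with a peak in every library were tested. In such regions the shorter and longer calls numbered 4049 and 507 for H3K4me3, 794 and 320 for H3K4me1, 10 and 70 for H3K27ac, and 113 and 43 for H3K9ac, so the balance of directions of the last 3 depended on this setting. Of the called regions, 1026 for H3K4me3, 1172 for H3K4me1, 2596 for H3K27ac and 2180 for H3K9ac had a peak in 1 genotype only. Other groupings of the same libraries also gave calls, at most 179 regions for H3K4me3, 620 for H3K4me1, 1582 for H3K27ac and 1159 for H3K9ac. Their medians were 70, 168, 714.5 and 645.5 regions in the same order.

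The H3K4me3 region with the smallest adjusted p lay on chromosome 3 from 85680355 to 85684026, with 3515 ± 65.7 bp covered (SD, n = 4) in libraries labelled control and 0 bp in each library labelled cKO (limma adjusted p 4.05e-08). The next lower region lay on chromosome 18 from 38195195 to 38198310, with 2372.5 ± 116 bp (SD, n = 4) and 0 bp (limma adjusted p 1.16e-07). At both, H3K4me1, H3K27ac and H3K9ac peaks were present in every library of either genotype, but not all kept their length. The covered length of H3K9ac was lower in every library labelled cKO than in every library labelled control, on average 865 against 2287.5 bp on chromosome 3 and 1561 against 2739 bp on chromosome 18. That of H3K27ac was so on chromosome 18 only, with 1389 against 2412 bp. The higher H3K4me3 regions named by the rule had a peak in libraries labelled cKO only and lay on chromosome 1 from 85164157 to 85164494 and on chromosome 6 from 33525574 to 33526074. They had 303 ± 21.1 bp and 316 ± 23.3 bp (SD, n = 4) in libraries labelled cKO, with a limma adjusted p of 1.94e-06 each. Lower H3K4me1 regions lay on chromosome 6 from 95122299 to 95125747 and on chromosome 2 from 167053007 to 167056052, and higher regions on chromosome 16 from 60600637 to 60604500 and on chromosome 11 from 39514985 to 39517327. Each had no peak in the other genotype, with a limma adjusted p of 2.00e-05 for the first 3 and 5.83e-05 for the last.

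The named H3K27ac regions had a limma adjusted p of 0.00155 each. The lower lay on chromosome 2 from 138283298 to 138284725 and on chromosome 15 from 62222385 to 62223771, the higher on chromosome 8 from 54805691 to 54807800 and on chromosome 6 from 76366405 to 76368077. The named H3K9ac regions had a limma adjusted p of 0.0016 each. The lower lay on chromosome 6 from 25686424 to 25687578 and on chromosome 2 from 97469936 to 97471717, the higher on chromosome 12 from 34472913 to 34473734 and on chromosome 9 from 112200860 to 112201967. All 8 had peaks in 1 genotype only.

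Whether the other marks changed where H3K4me3 was shorter was examined after the H3K4me3 result had been seen. The covered length in the 4181 shorter regions was divided by that in the 39842 other H3K4me3 regions that were not called longer, and 3 marks were tested. The ratio fell for H3K9ac by a log2 difference of −0.30 (exact permutation p 0.0286, adjusted 0.0429), with 3 of 3 libraries labelled cKO below every library labelled control. For H3K4me1 it rose by 0.06 (exact permutation p 0.0286, adjusted 0.0429), with 4 of 4 libraries labelled cKO above every library labelled control. For H3K27ac the log2 difference was −0.06 (exact permutation p 0.314, adjusted 0.314). The regions had been selected on H3K4me3, so its own ratio there was not tested.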

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

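Each test in this part was chosen for a pattern already seen, and all but the ratio of whole CA to neuron expression were chosen after their own outcome was seen as well. A total of 80 highest or lowest libraries were compared with the rest of their group, and 4 stood apart where chance alone gives 4.

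In whole CA RNA, Xist stood at 595.94 CPM in the library labelled control 4 and at 484.4 CPM in the library labelled cKO 6, far from the others, which had 0 to 0.282 CPM. The summed expression of 5 Y chromosome genes was at most 0.247 CPM in these libraries and 147 to 191 CPM in the others. This is consistent with female animals in these libraries and male animals in the others, and there was 1 such library per genotype. The labels give no sex. Without them, 455 of the 640 genes called in whole CA RNA were called again, so the sex of these libraries does not account for most calls. The other technical explanations for the Xist values were not tested.

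In the H3K4me3 libraries labelled control, replicate 4 had 1872 X chromosome peaks where the others had 1135 to 1162. The X excess was not general: control 4 had 1310 X peaks for H3K4me1, the fewest of the controls, 1157 for H3K9ac against 1145 to 1161, and 1856 for H3K27ac against 1635 and 1765. The H3K4me3 library also had fewer Y chromosome peaks, 17 against 29 to 39. The control library numbered 4 had the fewest Y peaks of the controls in 4 of 4 marks, which is consistent with chromatin from a female animal, or from a pool with more female animals than the others. The X peaks of H3K4me1 and H3K9ac lend this no support, so it rests on the Y peaks. On autosomes only, the mean H3K4me3 width differed by −0.19 on the log2 scale, so this library's sex chromosomes do not account for that difference.

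The H3K4me3 library labelled cKO 3 had 24.4 M tags where the others labelled cKO had 27.3 to 27.8 M. The tags usable after scaling differed by 0.011 on the log2 scale between the genotypes (exact permutation p 0.886). Leaving out this library gave a log2 difference in mean width of −0.22, the largest of the 8 such fits. No biological explanation was tested for this value.

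The genotype effect differed between neuron RNA and whole CA RNA for 28 genes. This result has to be read against other groupings: 32 of 100 groupings that kept the replicate pairs gave as many genes, the real one included. Of the 99 others, 32 kept the neuron labels and 29 of these gave as many, while 2 of the 67 that exchanged neuron pairs did. Those 2 were among the 3 that exchanged every whole CA pair. Groupings that keep all labels of 1 material, or exchange all of them, carry that material's genotype effect into the contrast, so they do not test chance. The 64 that mixed the labels in both materials gave 0 genes, with 210 to 1776 at an unadjusted p under 0.05, where the real one had 1421. Glial material in the neuron libraries labelled control was weighed as an explanation. The astrocyte marker list lay at percentile 15.1 of matched random lists in neuron RNA, within the range of chance. The microglial and endothelial lists lay at 11.7 and 18.8 and the oligodendrocyte list at 52.0. The microglial score differed by −0.12 and the choroid plexus score by −0.32 (exact permutation p 0.1 each, the smallest possible). The choroid plexus genes were low, with a mean log2 CPM of −0.78 in libraries labelled control. Thus 3 of these 4 lists and the choroid plexus score leaned in the direction non-neuronal material would give. A small share of such material is not excluded. The 23 genes with the lower value in neuron RNA had a median log2 ratio of whole CA to neuron expression of 1.2 in libraries labelled control. That exceeded all 10000 draws from the 328 other genes lower in neurons, whose median was −0.24. A candidate explanation is that expression outside neurons dilutes the change in whole tissue. Non-neuronal material in the neuron libraries labelled control would also give a ratio of this kind. The materials also differ in library set, depth, isolation, and Xist and Y chromosome expression. Mitochondrial genes took 0.00814 to 0.0144% of counts in neuron RNA and 3.41 to 7.05% in whole CA RNA. These differences cannot be told apart from the material and may also move the ratio.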

How the results depend on the processing

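The alternatives of leaving out Xist-expressing libraries, the dentate score, the lane, whole CA replicates 4 to 6, autosomes and the second H3K27ac pairing were chosen after seeing the data, and the cause of each change below was not tested.

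For neuron RNA, 539 genes became 832 with DESeq2 and 930 at an adjusted p under 0.1, and 207 to 482 across the 6 fits that each left out 1 library. Across these 6 fits the higher calls fell from 146 to between 21, without cKO replicate 1, and 118, without control replicate 1. The lower calls fell from 393 to between 186 and 364 in the same fits, so the split of directions was less stable than the lower calls. For whole CA RNA, 640 genes became 207 with replicates 1 to 3 only, 224 with replicates 4 to 6 only, 388 with the dentate score as covariate and 288 at an absolute log2 fold change of at least 0.5. The other RNA settings without a block stayed within 1.5 times of these counts. The 28 interaction genes became 69 without a filter and 18 to 25 when 1 neuron library was left out. The overlap of the calls kept an odds ratio of 25.9 to 41.5 across leave-one-out fits. Setd1b in whole CA RNA kept its direction in all fits and lost its call with replicates 1 to 3 only (log2 fold change 0.49). In neuron RNA it was 0.15 to 0.40 across leave-one-out fits and was not called in any. The plasticity list gave 3 calls with DESeq2 and 1 to 4 across leave-one-out fits in neuron RNA, and 2 calls with replicates 1 to 3 only and 1 with replicates 4 to 6 only in whole CA RNA. Among 236 refits of the 25 genes chosen by the naming rule and the lists, 8 genes lost a call in 16 refits and none reversed.

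The mean H3K4me3 width kept its exact permutation p of 0.0286 at a −log10 q of at least 5 (−0.20), with the same number of peaks (−0.17), with peaks within 1 kb merged (−0.29) and on autosomes (−0.19). The measures that did not reach that p in the comparison as planned but reached it at a −log10 q of at least 5 were H3K4me3 covered length (−0.17), H3K4me1 peak number (1.29) and covered length (1.42), and H3K9ac covered length (0.11). H3K4me3 covered length also reached it with the same number of peaks (−0.17) and without cKO replicate 2 (−0.20), and with the same number of peaks H3K9ac mean width reversed to 0.024. With peaks within 1 kb merged, H3K27ac covered length reversed to −0.0055. Across leave-one-out fits, H3K4me3 mean width ranged from −0.22 to −0.16 (exact p up to 0.0571 in 4 of 8 fits) and covered length from −0.20 to −0.10. H3K4me3 peak number ranged from −0.022 to 0.071, H3K4me1 mean width from −0.016 to 0.056 and H3K27ac covered length from −0.038 to 0.0897, so these 3 changed direction.

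Among regions with a peak in every library, lower and higher calls numbered 4049 and 507 for H3K4me3, 794 and 320 for H3K4me1, 10 and 70 for H3K27ac, and 113 and 43 for H3K9ac. With each library centred on its median, the counts were 5028 for H3K4me3, 2370 for H3K4me1, 2963 for H3K27ac and 2480 for H3K9ac, and the H3K4me1 calls moved from 988 lower and 1060 higher to 1322 and 1048. The 2048 H3K4me1 regions became 698 at the stricter q, with 7 lower and 691 higher, and 1114 among regions with a peak in every library. The 2947 H3K27ac regions became 1358, 80, 1717 with 50% of the region covered and 518 with an offset of 1000 bp. The 2414 H3K9ac regions became 1419, 156, 1261 and 713 in the same order. Leave-one-out fits gave 3828 to 4654 H3K4me3, 2179 to 3051 H3K4me1, 3052 to 4035 H3K27ac and 2371 to 3487 H3K9ac regions. With the same number of peaks the share of lower calls was 59.7% against 48.2% for H3K4me1, 41.6% against 53.0% for H3K27ac and 46.3% against 34.2% for H3K9ac.

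With the replicate number as a block, neuron RNA gave 327 genes, whole CA RNA 839, the interaction 30, and regions 2501 for H3K4me3 and 680 for H3K4me1. H3K27ac and H3K9ac gave 0 regions, with 10544 and 8407 at an unadjusted p under 0.05. Same-numbered libraries are different animals, and their deviations were correlated at 0.0752 in neuron RNA, 0.0845 in whole CA RNA, and −0.00668, 0.0123, 0.0236 and −0.00238 for the regions of H3K4me3, H3K4me1, H3K27ac and H3K9ac. The 8 named H3K27ac and H3K9ac regions were not called with the block. For these marks the block fit kept 3 pairs, dropped the library without a partner and left fewer degrees of freedom. The loss of calls therefore does not show that pairing accounts for these regions. The H3K27ac library labelled control 1 carries number 2 in its file's own naming. With it paired with cKO 2, a setting chosen after seeing the data, H3K27ac again gave 0 regions, with 11249 at an unadjusted p under 0.05 and a pairing r of 0.0612, the 4 named regions were not called, and the covered length differed by 0.08. The mean H3K4me3 width kept its difference of −0.19 with the block, where the exact p cannot go below 0.125, and H3K27ac covered length reversed to −0.0067 with the numbers of the labels.

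The whole CA libraries held 14.9 to 20.1 M reads, and whether this depth limits the calls of low genes was not tested. The alternatives for covered length at start sites and for H3K4me3 at genes lower in neurons were not run, because no genome build is named in the files.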

Other observations

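Each test in this part was chosen for a pattern already seen. Those of H3K4me1 in the H3K4me3 regions as a check of the inputs, and of the microglial score, were chosen before their own outcome was seen and the others after it, although library size only and the same number of peaks had been fixed beforehand as settings.

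Setd1b, the first check of the labels, was not lower as loss of the whole gene would make it. It was higher in whole CA libraries labelled cKO, with a log2 fold change of 0.59. Whole-gene counts cannot show the loss of single exons, so this does not decide the labels. A single mislabelled library was weighed first, and 0 of the 18 RNA libraries lay closer to the other label. With library size only the log2 fold change was 0.60, and without the Xist-expressing libraries it was 0.49, with the call kept in both. Of the 100 genes nearest to Setd1b that were tested, 4% were called in whole CA RNA, as against 4.16% of all genes (Fisher's exact p 1), which gives no sign of a passenger region. An exchange of all labels cannot be told apart from a true rise by the value of 0.59. Transcripts that lack the deleted exons and are still counted may also explain the values, and the log2 fold change of 0.25 in neuron RNA does not separate this from the rest. Either would need counts per exon, which are not used here. If all labels of the RNA libraries were exchanged, every RNA direction in the text would turn around. Setd1b was not measured in the ChIP libraries, so it does not test their labels.

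Other groupings of the same libraries were fitted for each count. In neuron RNA, 1 of the 4 groupings that part the same-numbered pairs, the real one, gave as many genes, and so few groupings cannot give a share under 0.05. The other groupings gave 0 genes, with 180 to 916 at an unadjusted p under 0.05. Over all 10 neuron groupings the others also gave 0 genes, with 180 to 1630 unadjusted, where the real one had 3379. In whole CA RNA, 1 of 32 groupings that part the pairs, the real one, gave as many genes. The others gave 0 genes, with 218 to 1606 unadjusted. For regions, 1 of 8 groupings gave as many for H3K4me3, H3K4me1, H3K27ac and H3K9ac, again too few for a share under 0.05. The highest other counts were 116, 308, 1173 and 1068 regions. Over all 35 groupings the real one was also the highest for each mark. For the acetylation marks the other groupings thus gave up to 1582 and 1159 regions, and many of their calls cannot be told apart from chance.

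The narrower H3K4me3 peaks in libraries labelled cKO were weighed against technical causes, although the difference did not pass the adjustment over 12 tests, which a single measure could not pass in this design. On autosomes it was −0.19, and with the same number of peaks in every library −0.17. The usable tags differed by 0.011 on the log2 scale (exact permutation p 0.886) and the fragment length by −0.016 (exact permutation p 0.857). A fault in the single input per genotype would be expected to lower the other marks in the same regions. There H3K4me1 rose by 0.061 relative to the other regions, with 4 of 4 libraries labelled cKO above every library labelled control, which speaks only against a fault acting on all marks alike. H3K9ac, called with the same inputs, fell there by −0.30, with 3 of 3 libraries labelled cKO below every library labelled control, and H3K27ac differed by −0.06 (exact permutation p 0.314). A fault in the input would also give a fall of H3K9ac, so the input is not excluded. In the 753 H3K4me3 regions with a peak in every control library and none in libraries labelled cKO, H3K4me1 was in every control library at 657. It was absent from every library labelled cKO at only 3.35% of those. H3K27ac, which was called narrowly like H3K4me3, was in every control library at 372 of the regions and absent from every library labelled cKO at 3.76% of those. H3K9ac was in every control library at 371 and absent from every library labelled cKO at 6.20%. Peaks were present in every library labelled cKO at 82.3% for H3K4me1, 80.9% for H3K27ac and 65.2% for H3K9ac. The other marks were called with another MACS version than H3K4me3. These values are consistent with a hypothesis in which H3K4me3 is lost from broad domains while H3K4me1 is kept, but an effect of the inputs may contribute. The direction depends on the labels of the ChIP libraries, which the Setd1b counts in RNA do not test. The input names in the file headers, K_1 for libraries labelled cKO and W_1 for control, follow these labels. Signal height was not measured.

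At a −log10 q of at least 5, H3K4me1 peak number differed by 1.29 on the log2 scale. The share of peaks past that threshold was 7.35 to 12.6% in libraries labelled cKO and 2.12 to 7.49% in libraries labelled control. The largest log2 difference in peak number among the other 3 marks at that threshold was 0.29. Those marks were not called broadly, and 33.6 to 76.5% of their peaks lay past the threshold. The threshold is therefore not alike between marks, and an effect of the input shared by all marks is not excluded. The usable tags were higher by 0.12 in the H3K4me1 libraries labelled cKO, because the inputs set them. H3K27ac and H3K9ac had the same difference of 0.12 for the same reason, while their peak number at that threshold differed by −0.12 and 0.29. Whether H3K4me1 peaks respond more to depth was not tested, so an effect of depth is left open.

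Marker scores, the mean log2 CPM of lists written beforehand, were compared in a family of 18 exact permutation tests. In whole CA RNA, 4 passed the adjustment. The CA1 score fell by 0.65 (exact p 0.00216, adjusted 0.039), the excitatory neuron score by 0.28 (exact p 0.00649, adjusted 0.039), the microglial score by 0.25 (exact p 0.00433, adjusted 0.039) and the endothelial score by 0.12 (exact p 0.0108, adjusted 0.0487). Not all genes of a list moved: 2 of 4 were called for CA1, 1 of 6 for excitatory neurons, 1 of 8 for microglia and 1 of 6 for endothelium. The CA1 score rested on Dcn and Wfs1, with log2 fold changes of −2.25 and −0.43, while Fibcd1 and Pou3f1 were at 0.078 and −0.053 and not called, so it does not measure the amount of CA1 tissue. The dentate score fell by 0.79 (exact p 0.026, adjusted 0.0779) and did not pass. In neuron RNA, with 3 libraries against 3, no exact p can go below 0.1. There the CA1, dentate and excitatory neuron scores differed by −0.84, −0.57 and −0.50 (exact p 0.1 each). These lists lay at percentiles 0, 0.14 and 0.02 of matched random lists. The inhibitory neuron and oligodendrocyte scores differed by −0.006 and 0.025 in neuron RNA. In whole CA RNA the microglial score was lower in 5 of 6 libraries labelled cKO than in every library labelled control. It differed by −0.24 with library size only and by −0.25 without the Xist-expressing libraries (exact permutation p 0.00433 and 0.0159). These values are consistent with a lower microglial share or lower expression in microglia, which bulk counts do not separate.

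Fewer dentate granule cells may contribute to the lower dentate markers. In neuron RNA, C1ql2, Dsp and Tdo2 had log2 fold changes of −0.76, −0.78 and −0.70, while Prox1 was at −0.021, which speaks against fewer such cells there. In whole CA RNA, Prox1 was at −0.35 (edgeR adjusted p 0.145), which leaves the question open. With the dentate score as covariate, 334 of the 640 whole CA genes were called again. That score differs with the genotype, so the amount of dentate tissue cannot be told apart from the genotype effect for the rest.

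All neuron RNA libraries had both Xist, at 1391 to 2017 CPM, and Y chromosome genes, at 231 to 355 CPM in sum. No whole CA library had both: either Xist was at most 0.282 CPM or the Y sum was at most 0.247 CPM. The materials thus differ in this respect, and its cause was not tested.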
